A study of Mus musculus with 10 samples.

How the data were processed

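The series holds 10 libraries of single hepatocytes from C57BL/6 male mice, prepared by collagenase perfusion and a Percoll gradient and made with the 10x Chromium 3' kit, version 2, per the labels' protocols. Hepatocytes are the main cells of the liver parenchyma. Zeitgeber time (ZT) counts hours in the light-dark cycle, and ZT0 is by convention the time of lights on. The groups were taken from the sample titles: 3 libraries at ZT0, 2 at ZT6, 3 at ZT12 and 2 at ZT18, each with a letter (A, B or C). The library was the replicate in every test between times or zones across genes. Intervals and draws over cells or UMIs, given for Xist and for a cluster of interferon-response cells, describe those cells and not the spread between libraries. The labels do not say how many mice gave each library.

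The deposited values are UMI counts, that is counts of distinct tagged molecules, for 14812 gene entries in 18378 cells. The values are whole numbers with different totals per cell, so they were read as raw counts. The aligner, the counter, the genome build, the annotation and the filter on cells are stated neither in the labels nor in the file headers. Cells held 1048 to 10001 UMIs, and mitochondrially encoded genes took 8.7% to 34.44% of a cell's UMIs. Every cell therefore passed the filters fixed for this work, at least 1000 UMIs and at most 35% mitochondrial UMIs. Because the build is not stated, no coordinates are given. Names, biotypes and chromosomes came from GENCODE M21 by symbol: 14336 gene entries matched a symbol and 476 did not, and 14321 had a biotype. Of all entries, 99 were annotated as pseudogenes, 534 had no UMI in any cell, and 1 name occurred more than once.

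The depth per library was 1454623 to 7144803 UMIs, with 1588 to 2662 UMIs in the median cell. No pair of libraries of one group was a copy of the other, since the chi-square of their counts over genes was 5.763 to 68.805 per degree of freedom. Intervals and floors given for counts cover counting error only.

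Cells were clustered with scanpy 1.11.5 (2000 variable genes, 20 principal components, 15 neighbours, resolution 1) to look for other cell types. The marker lists covered endothelial cells, macrophages, lymphocytes, neutrophils, stellate cells, cholangiocytes, erythroid cells and cycling cells. None of the 20 clusters had 3 markers of another type each detected in at least 25% of its cells, so all cells were retained. That 25% was set after the clusters had been seen. It retains 1 cluster led by haemoglobin genes, which held 57.114% of ZT18 cells, 0.089% of ZT0 cells, 0.078% of ZT6 cells and 0.046% of ZT12 cells. At most 1.96% of its cells had a UMI of any one of its erythroid markers. Its other leading genes were Gm5096, Gm17430, Gm5239, Gm6525, Rps12, Gm7808 and Rpl9-ps6. Leaving this cluster out, an alternative below, kept 676 of 1678 cells of ZT18A and 810 of 1787 of ZT18B. That alternative therefore mainly removes ZT18 cells. Scrublet marked 57 cells (0.31%) as doublets, too few to rely on, and doublets were kept. Whether doublets had been removed before deposit is not stated. Leaving out the 5% of cells with the most UMIs in each library was an alternative.

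UMI counts were summed over the cells of each library and tested with edgeR 4.0.16 (glmQLFit and glmQLFTest, R 4.3.3) after TMM normalization, on genes with a mean of at least 3 CPM (UMIs scaled to a fixed library total). TMM factors were 0.8876 to 1.143. Adjusted p-values are from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, with a threshold of 0.05, over 8908 genes for time and 8892 for zone. The rhythm test was a 2-df F-test of the cosine and sine of a 24-h period. Its amplitude is the log2 distance from the mean to the peak, and its peak-to-trough fold covers that distance down and up. In a model with 1 mean per time, ZT12 was compared with ZT0, ZT18 with ZT6, and the sum of ZT0 and ZT12 with that of ZT6 and ZT18, divided by 2. The last contrast is the one among 4 evenly spaced times that a 24-h wave cannot produce. A standard error (SE) is the size of the log2 fold change divided by the square root of its F. Sampling every 6 h cannot separate a 24-h wave from a shorter pulse.

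For position along the axis from the portal vein to the central vein, cells of each library were ordered by a score. It was the mean z-score of 8 periportal landmark genes (Cyp2f2, Ass1, Asl, Hal, Ctsc, Hsd17b13, Pigr and Ftcd) minus that of 8 pericentral ones (Cyp2e1, Oat, Gulo, Mgst1, Aldh1a1, Lect2, Cyp1a2 and Rgn). The order was split into 3 equal parts, and sums over both outer parts, the pericentral and periportal zones, were tested with the library as a block. Landmarks were left out of the counts of calls. Zone-dependent rhythm was a 2-df test of zone by cosine and zone by sine in the same design. Across cells within a library, scores from odd-numbered and even-numbered landmarks correlated with r from 0.6829 to 0.8465. Plots over layers use 8 equal parts. CPM of zones in plots and in mean differences were set on the log2(CPM + 1) scale, which understates the change of low genes.

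On simulated counts for 8908 genes with 200 changed, the rhythm test recovered 89.5% of genes with a log2 amplitude of 1 and 7.5% with 0.5. At 0.5, 34.78% of its calls were false. For ZT12 against ZT0 it recovered 26% of changes of 1 and 93% of changes of 2 (log2). For ZT18 against ZT6 these were 0% and 86%, and for the departure from a 24-h wave 74% and 99%. The zonation test recovered 58% of log2 changes of 0.5 and 88% of changes of 1. The zone-dependent test recovered 27.5% of genes with an amplitude of the difference of 0.5 and 63.5% with 1.

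The tests, the lists, the landmarks and the rule for named genes were set before the data were examined. The rule takes the genes of 4 lists and, for each test, the 5 with the largest effect each way among those past the threshold with a mean of at least 20 CPM, landmarks excepted. For the rhythm and zone-dependent tests it takes the 10 with the largest amplitude. The lists were core clock genes, zonation genes not used to order the cells, chaperones, and lipid and sterol synthesis genes. Results for some listed genes are not reported here.

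Alternatives tried were another scaling (median-of-ratios factors, library size alone, mitochondrially encoded or Mup genes left out), DESeq2 1.42.0 and limma-voom (limma 3.58.1), other filters on genes and cells, other orders and splits of cells, blocks, and each library left out in turn. Library size alone moved the median of all genes by 0.135 for ZT12 minus ZT0 and by -0.105 for the periportal minus pericentral difference (log2), against -0.001 and -0.006 with TMM.

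The labels give the 10x sample index of each library, and the column of its plate may mark a preparation batch. ZT0A and ZT12A have column 3, ZT0C and ZT12C column 5, ZT0B, ZT6A, ZT6B and ZT12B column 7, and both ZT18 libraries column 4. ZT18 therefore has a column of its own, and that column cannot be told apart from the time. The letters were checked for pairing with the deviations of each library from its group mean, over 4341 genes. Between ZT0 and ZT12 these correlated with r = 0.284 for A, 0.512 for B and 0.626 for C, and with r from -0.42 to -0.104 for libraries of different letters. Deviations cancel out within a group, so positive same-letter values push the others to be negative on average. On the positive values, the letters were taken to pair ZT0 with ZT12. The pairing comes from the data: in these 6 libraries letter and index column coincide. The other groups were not taken as paired.

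Genes with near-identical copies are uncertain, because it is not stated how shared reads were counted. This covers the Mup genes, ribosomal pseudogenes (names such as Gm17430) and their parents such as Rps12, Hspa1a and Hspa1b, Cyp2a4 and Cyp2a5, the Cyp2c genes, and the Saa genes. Overlapping and antisense genes are uncertain too, since the strand used in counting is not stated. To compare pseudogenes with their parents, the tested protein-coding gene that shared the most 25-base words of a pseudogene in GENCODE M21 transcripts, at least 10% of them, was taken as its closest gene.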

Results

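The expression of genes in hepatocytes was measured in single cells at 4 times of day, to ask how it varies with time, with position in the liver lobule, and with both together. UMI counts were deposited for 18378 cells in 10 libraries. At ZT0 the 3 libraries held 2081 (A), 2860 (B) and 1795 (C) cells, with totals of 5729487, 6728285 and 5923475 UMIs. At ZT6 the 2 libraries held 2420 and 1439 cells, with 4922234 and 2588441 UMIs. At ZT12 the 3 libraries held 710, 2469 and 1139 cells, with 1454623, 7144803 and 1991992 UMIs. At ZT18 the 2 libraries held 1678 and 1787 cells, with 3181006 and 3711102 UMIs. ZT12A and ZT12C were the least deeply sampled, so values that rest on them carry the most counting error. Values per group below are means of the libraries' CPM ± SD, with n = 3 at ZT0 and ZT12 and n = 2 at ZT6 and ZT18, and n = 10 over all libraries.

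The first question was which genes follow the time of day in hepatocytes as a whole. Of 8908 genes, 458 (5.14%) had a 24-h rhythm by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. At an unadjusted p under 0.05 there were 1816. The peak-to-trough fold of the 458 was at least 1.76, with a median of 3.29. By number of genes, DESeq2 moved the count most, to 792, of which 451 were among the 458. By ratio it was leaving out 1 library, ZT18A, which gave 226 genes. A test of any difference among the 4 times gave 586, of which 403 were among the 458.

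Fitted peaks lay within 3 h of ZT18 for 159 rhythmic genes, of ZT0 for 109, of ZT12 for 107 and of ZT6 for 83. With library size alone these numbers were 118, 69, 137 and 96, among 420 genes. Of the 458 calls, 25 were annotated pseudogenes and 12 were Mup genes, and all of them peaked between ZT15 and ZT21. Without both ZT18 libraries, 232 genes were called, and 17 of the 159 genes with a peak near ZT18 stayed called. Of the other 299 rhythmic genes, 173 did.

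**Figure D1:**
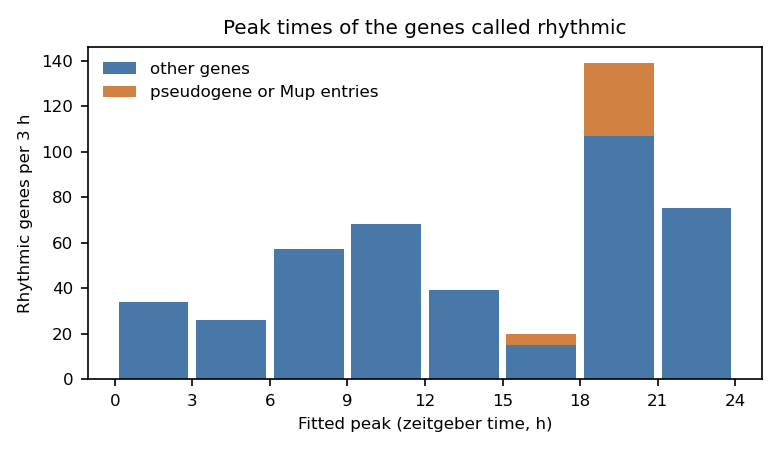
Number of rhythmic genes (y axis) by fitted peak in bins of 3 h of zeitgeber time (x axis), with pseudogene and Mup entries stacked in a separate colour. The bin from ZT18 to ZT21 holds 139 genes, 32 of them pseudogene or Mup entries.

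Clock genes were examined because their times of day are known, so they test the time labels. Of the 18 listed genes 16 were tested; Npas2 and Bhlhe41 were below the filter. The rhythm test called 14 over all genes and 15 adjusted over the list alone. Per2 was the gene added (edgeR adjusted p = 0.0536 over all genes), and Bhlhe40 was not called (edgeR adjusted p = 0.804). Arntl measured 21.7 ± 7.71 CPM at ZT0, 1.86 ± 0.386 at ZT6, 1.79 ± 1.37 at ZT12 and 14.5 ± 2.37 at ZT18, with a fitted peak at ZT 21.61 (edgeR adjusted p = 9.1e-05). Nr1d1 measured 1.76 ± 0.871, 31.5 ± 8.77, 5.75 ± 3.91 and 0.304 ± 0.0273 CPM at the same times, with a peak at ZT 7.03 (edgeR adjusted p = 5.5e-05). Its level at ZT18 was below the floor of 3 counts per library, so no fold is given. Per3 rose from 2.20 ± 0.380 CPM at ZT0 to 30.3 ± 7.24 at ZT12 and peaked at ZT 11.10 (edgeR adjusted p = 3.8e-05). Tef peaked at ZT 10.90. Cry1, Cry2 and Hlf were close to the threshold: for each, leaving out 1 library lost the call for 8 of the 10 libraries, and Clock was lost without ZT12B (edgeR adjusted p = 0.0697). With genes of at least 20 CPM alone, 8 clock genes were called.

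**Figure D2:**
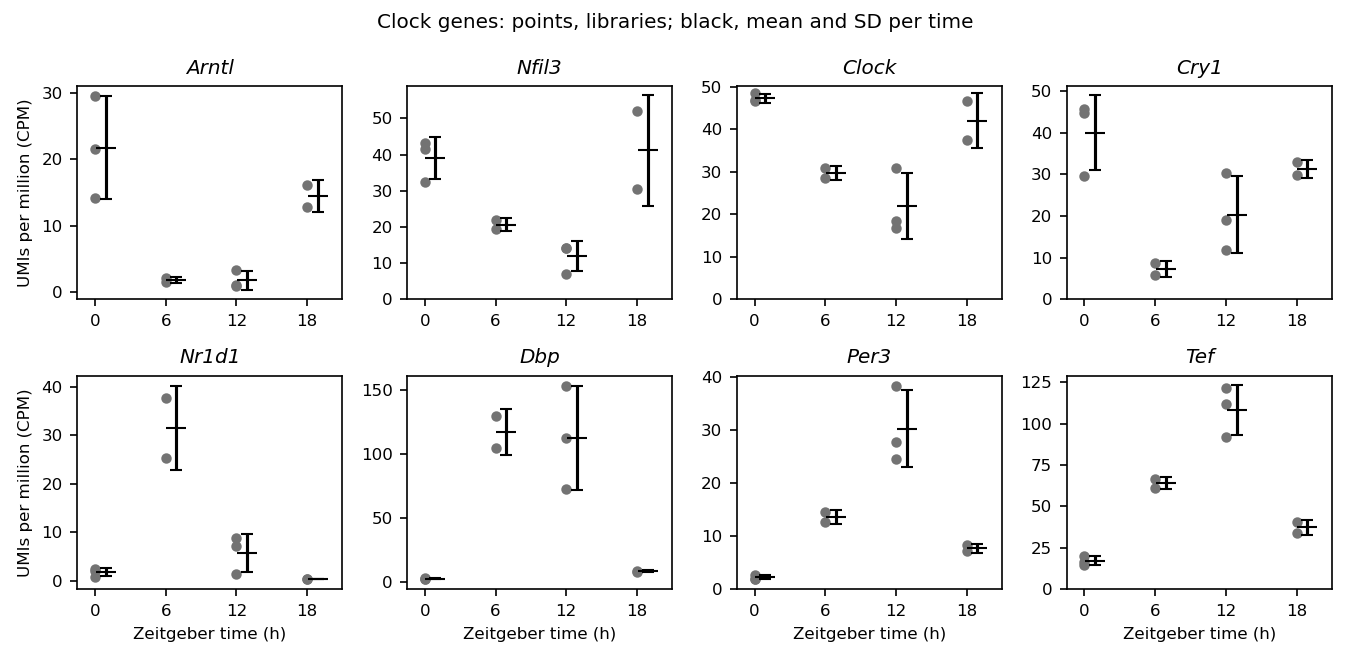
CPM (y axis) of 8 clock genes by zeitgeber time in hours (x axis), with a grey point per library and the mean and SD of each time in black (n = 3 at ZT0 and ZT12, n = 2 at ZT6 and ZT18). Arntl, Nfil3, Clock and Cry1 are lowest at ZT6 or ZT12, and Nr1d1, Dbp, Per3 and Tef are low at ZT0.

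By the rule on size, the rhythmic genes with the largest amplitudes were Dbp, Mup18, Mt1, Gm17430, Mup13, Mup15, Mt2, Mup8, Gm5096 and Gm6525. Dbp measured 2.82 ± 0.469 CPM at ZT0, 117 ± 18.05 at ZT6, 113 ± 40.5 at ZT12 and 8.58 ± 0.723 at ZT18, an amplitude of 3.24 (log2) with a peak at ZT 9.46 (edgeR adjusted p = 3.8e-05). Mt1 and Mt2, which encode metallothioneins, peaked at ZT 8.21 and ZT 8.72 with amplitudes of 2.93 and 2.74. Mup18 had an amplitude of 3.05 and a peak at ZT 19.01 (edgeR adjusted p = 0.0259). The 4 Mup genes were lost without ZT6A, ZT6B, ZT18A or ZT18B, and their values are uncertain because it is not stated how reads shared among Mup copies were counted. For Mup18 the edgeR adjusted p was 0.0765 without ZT6A and 0.0812 without ZT18A. The rhythms of Gm17430, annotated as a pseudogene, and of Gm5096 and Gm6525, annotated as protein-coding, were lost without both ZT18 libraries, where the amplitude of Gm17430 was 0.913 against 2.86.

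ZT12 and ZT0 were compared as the antiphase pair with 3 libraries each. Of 8908 genes, 306 differed, 155 higher and 151 lower at ZT12, and 1385 had an unadjusted p under 0.05. With library size alone, 66.667% of 303 calls were higher at ZT12, against 50.654% with TMM, so the balance of directions depends on the scaling. With the letters as a replicate block over all 10 libraries, 504 genes differed. That block pairs ZT0 with ZT12, but it also makes the ZT6 and ZT18 libraries share the letter effects. In the largest changes, all 3 ZT12 libraries lay beyond all 3 ZT0 libraries. Dbp rose by 5.34 ± 0.31 (log2 fold change ± SE; edgeR adjusted p = 4.9e-07), Mfsd2a by 4.10 ± 0.38, Rgs16 by 3.88 ± 0.63, Usp2 by 3.86 ± 0.31 and Lpin1 by 3.71 ± 0.27. Elovl3 fell by 3.85 ± 0.43, Tubb2a fell by 3.48 ± 0.19 (edgeR adjusted p = 4.9e-07), Chka fell by 3.43 ± 0.33, Aqp8 fell by 3.13 ± 0.29 and St5 fell by 2.94 ± 0.27. Lpin1 measured 45.9 ± 2.71 CPM at ZT0 and 603 ± 197 at ZT12.

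ZT18 and ZT6 are the other antiphase pair, with 2 libraries each. Both libraries of each of these times share an index column, unlike those of ZT0 or ZT12. Their log2 CPM correlated with r = 0.9855 at ZT6 and 0.9863 at ZT18, against 0.9326 to 0.9482 within ZT0 and ZT12. The SD at ZT6 and ZT18 therefore leaves out any variation between columns. Between ZT18 and ZT6, 338 genes differed, 209 higher and 129 lower at ZT18, and 1744 had an unadjusted p under 0.05. Leaving out any of the 4 libraries lowered the count to between 50 (without ZT6A) and 83 (without ZT18A). In those fits the lone library of a time is assumed to vary like those of the other groups. Both ZT18 libraries lay beyond both ZT6 libraries for each of the 10 genes with the largest changes. Higher at ZT18 were Mup18 (log2 fold change 5.89 ± 1.44, SE; edgeR adjusted p = 0.0379), Mup15 (5.22), Mup13 (5.17), Gm17430 (4.73 ± 0.33; edgeR adjusted p = 1.4e-05) and Mup8 (4.54). The 4 Mup calls were lost without any of the 4 libraries or ZT12A, with edgeR adjusted p = 0.241 for Mup18 without ZT6A. Mt1 fell by 5.32 ± 0.57 (edgeR adjusted p = 1.9e-04), Dbp fell by 3.76 ± 0.34, Lpl fell by 3.43 ± 0.69 and Hamp2 fell by 2.81 ± 0.40. Mt2 fell too, to a mean of 0.730 ± 0.576 CPM at ZT18. That mean was below the floor of 3 counts per library, so no fold is given for Mt2. Lpl was lost without any of the 4 libraries (edgeR adjusted p = 0.172 without ZT18B).

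Classes of genes moved unequally between ZT18 and ZT6. Of 43 annotated pseudogene entries tested, 29 were higher at ZT18 and 0 were lower, with a median log2 fold change of 2.20. Under the other scalings this median was 2.11 to 2.21. Of 21 Mup genes, 10 were higher and 0 lower, with a median of 3.48. The 80 ribosomal protein genes had a median of -0.10, with 3 called higher, and the other 8764 genes a median of -0.01, with 167 called higher and 129 lower. The plot of class medians per library shows the pseudogene median at 5.25 and 5.44 in the ZT18 libraries and at or below 3.39 in the other 8. The Mup median was 7.53 and 7.50 in the ZT18 libraries, but it also varied within ZT0 and ZT12. It was 3.26 to 3.85 in ZT0B, ZT6A, ZT6B and ZT12B, all of index column 7. In ZT0A, ZT0C, ZT12A and ZT12C it was 4.16 to 6.71. Both ZT6 libraries are of column 7, so time and column cannot be told apart for the Mup change.

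**Figure D3:**
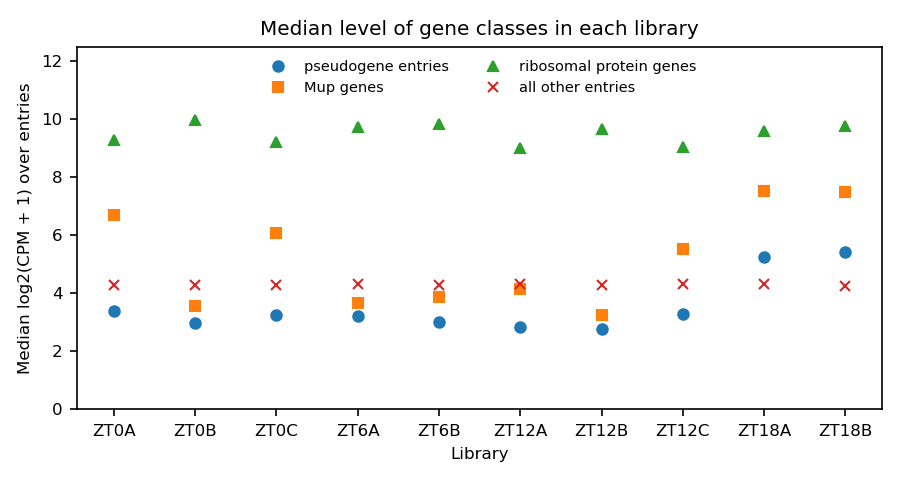
Median log2(CPM + 1) (y axis) over the entries of 4 gene classes in each library (x axis), with 1 point per class and library. Pseudogene entries stand at 5.25 and 5.44 in ZT18A and ZT18B and at 2.77 to 3.39 elsewhere, while all other entries stand at 4.26 to 4.32.

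A contrast of ZT0 and ZT12 against ZT6 and ZT18 asked whether any gene departs from a 24-h wave, as a 12-h rhythm would. It called 45 genes, 5 higher and 40 lower at ZT0 and ZT12, and 1068 had an unadjusted p under 0.05. Of the 45, 19 were pseudogene entries, and with pseudogene and Mup entries left out before normalization 18 genes were called. Without ZT6A a single gene was called. Higher at ZT0 and ZT12 were Tsc22d3 (log2 difference 1.88 ± 0.38, SE; edgeR adjusted p = 0.0476), Ppp1r3b (1.52 ± 0.25; edgeR adjusted p = 0.0132), Rhobtb1 (0.97 ± 0.15) and Dio1 (0.92 ± 0.18). All 6 ZT0 and ZT12 libraries lay above the other 4 for Dio1, 5 for Tsc22d3 and Rhobtb1, and 4 for Ppp1r3b. Each of these 4 calls was lost without ZT6A, ZT6B or ZT18B. Without ZT6A the log2 difference was 2.09 for Tsc22d3 and 1.60 for Ppp1r3b. Tsc22d3 and Dio1 were lost without ZT0A, ZT12A, ZT12C or ZT18A as well. Dio1 was also lost without ZT0C or ZT12B, and Rhobtb1 without ZT18A. Lower were Gm5096 (-1.99 ± 0.32), Gm5239 (-1.80), Gm7808 (-1.66), Gm10269 (-1.63) and Rps12 (-1.58 ± 0.26). Of the 6 ZT0 and ZT12 libraries, 2 lay below the other 4 for Gm5096, 0 for Gm5239, 2 for Gm7808, 4 for Gm10269 and 1 for Rps12. These 5 calls were lost without ZT6A too, where the log2 difference of Rps12 was -1.31. Without ZT12A or ZT18B the Rps12 call was lost as well. Rps12 measured 94.1 ± 0.711 CPM at ZT18 and 9.64 ± 5.85 to 11.4 ± 3.36 at the other times, and this is uncertain because it is not stated how reads shared with its copies were counted.

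The next question was which genes differ along the axis from the central vein to the portal vein. Of 8892 genes, 2177 (24.5%) differed between the outer zones of the cell order, 1046 higher in the periportal and 1131 higher in the pericentral zone. The alternative that moved the count most was keeping cells with at least 3000 UMIs, which left 1201. With library size alone, 27.831% of 2508 calls were periportal, against 48.048% with TMM, and 1829 of the 2177 genes were among them. At least a 1.5-fold difference was seen for 836 genes and a 2-fold one for 319, with a median of 1.41-fold over all 2177. For 966 genes all 10 libraries differed the same way.

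Genes with known zonation that had not been used to order the cells test the order. Of 24 such genes 22 were tested (Axin2 and Lgr5 were below the filter). All 22 differed in the listed direction, both over all genes and adjusted over the list alone, and 22 stayed called without any one library. Glul, which encodes glutamine synthetase, measured 989 ± 994 CPM in the pericentral and 46.1 ± 22.3 in the periportal zone, a log2 difference of -4.05 ± 0.21 (SE; edgeR adjusted p = 3.8e-17). Sds measured 23.6 ± 13.3 CPM in the pericentral and 235 ± 153 in the periportal zone (log2 difference 3.13 ± 0.13). Smaller differences were Arg1 at 0.75 ± 0.10 and G6pc at 0.28 ± 0.07 (edgeR adjusted p = 0.0028), the latter higher in the periportal zone in 9 libraries.

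**Figure D4:**
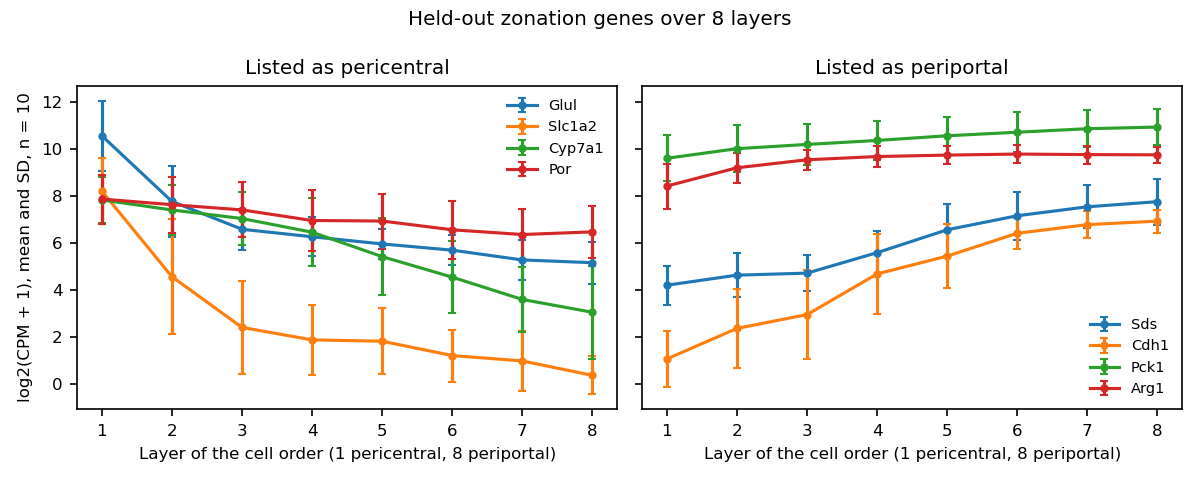
Mean log2(CPM + 1) (y axis) of held-out zonation genes over 8 equal layers of the cell order (x axis), from pericentral to periportal, with bars for the SD over 10 libraries. The 4 genes listed as pericentral fall along the order and the 4 listed as periportal rise.

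The largest zone differences went the same way in all 10 libraries. On the periportal side these were Aldh1b1 (log2 difference 4.85 ± 0.15, SE; edgeR adjusted p = 5.0e-23), Cdh1 (4.21 ± 0.18), Spp1 (3.82 ± 0.19), Cib3 (3.75 ± 0.16) and Ctnnbip1 (3.72 ± 0.17). Spp1 varied most between libraries, at 50.3 ± 58.02 CPM in the periportal zone. On the pericentral side were Slc1a2 (-6.58 ± 0.19; edgeR adjusted p = 4.8e-24), Cyp2c37 (-5.41 ± 0.14), Cyp2a5 (-4.98 ± 0.17), Aldh3a2 (-4.85 ± 0.11) and Lpl (-4.79 ± 0.18). Cyp2c37 and Cyp2a5 have close relatives, and it is not stated how reads that match several of them were counted.

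Rhythmic and zonated genes overlapped in 187 genes, 87 periportal and 100 pericentral, against 122 expected within deciles of expression (Mantel-Haenszel odds ratio 2.10). Rhythmic genes without a zone difference numbered 271, zonated genes without a rhythm 1990, and 6444 had neither. With at least a 1.5-fold change in both tests, 84 genes overlapped against 42.0 expected (odds ratio 2.39). No p-value is given because genes are not independent replicates. Over the libraries left out in turn the odds ratio was 1.84 to 2.58.

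Whether the rhythm itself depends on position was asked with the difference between zones over time. The test called 3 genes of 8892, and 543 had an unadjusted p under 0.05 where 445 are given by chance. DESeq2 and limma-voom called 0 each. Without ZT18A or ZT18B the count was 0, and without ZT0C it was 34, so single libraries decide it. Cyp7b1 and Txnip met the rule for named genes; Cyp2a4, at 14.7 CPM, did not and was chosen after its values were seen.

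Cyp7b1 had an amplitude of the zone difference of 1.11 (log2; edgeR adjusted p = 0.0443). Its difference, periportal minus pericentral on the log2(CPM + 1) scale, was -1.71 ± 0.45 at ZT0, -2.16 ± 0.49 at ZT6, -2.74 ± 0.98 at ZT12 and -0.34 ± 0.13 at ZT18 (SD), and negative in all 10 libraries. Txnip had an amplitude of 1.24 (edgeR adjusted p = 0.0443), with differences of -0.36 ± 0.92, 0.45 ± 0.07, -1.07 ± 0.06 and -1.71 ± 0.07. Cyp2a4 had an amplitude of 4.01 (edgeR adjusted p = 0.0165), with differences of 0.82 ± 1.18, 1.299 ± 1.29, 0.01 ± 1.97 and -4.06 ± 0.41. At ZT18 it had 63 UMIs in the pericentral and 2 in the periportal zone, a ratio of rates of 36.4 (95% exact interval 9.66 to 307). With the index column as a block on the zone difference, none of the 3 passed the threshold, and Cyp7b1 and Cyp2a4 changed direction. All 3 calls were lost without ZT18A, with amplitudes of 0.935 for Cyp7b1, 1.21 for Txnip and 2.90 for Cyp2a4. They were lost without ZT18B too, with amplitudes of 0.994, 1.23 and 3.36. Without both ZT18 libraries the amplitude was 0.338 for Cyp7b1, 1.20 for Txnip and 0.162 for Cyp2a4. For Cyp7b1 and Cyp2a4 the zone-dependent rhythm therefore rested on the ZT18 libraries. Other libraries mattered as well. Txnip was lost without ZT6A, ZT6B, ZT12A or ZT12B, and Cyp7b1 without ZT6B or ZT12B. Without ZT12B the edgeR adjusted p was 0.145 for Txnip and 0.115 for Cyp7b1.

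**Figure D5:**
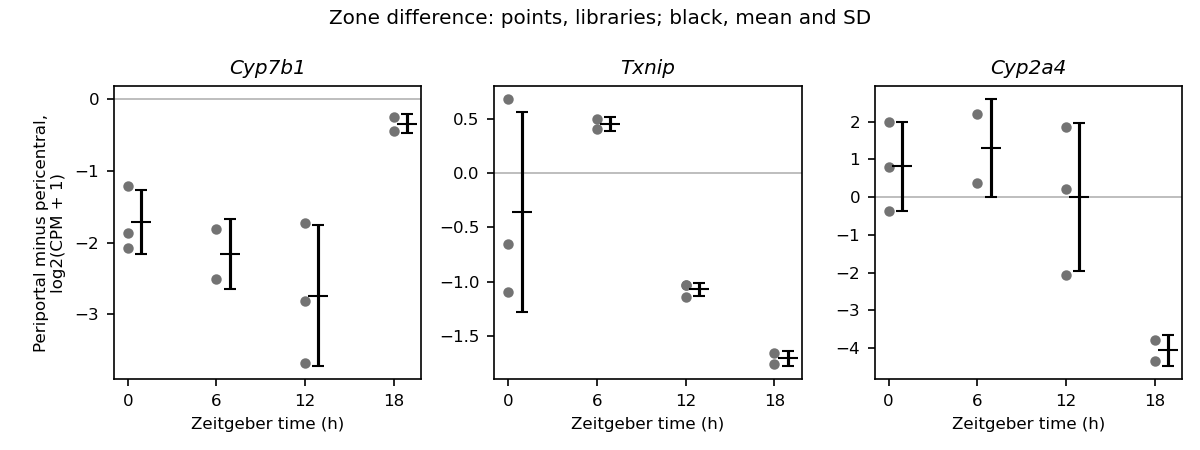
Periportal minus pericentral difference on the log2(CPM + 1) scale (y axis) of 3 genes by zeitgeber time in hours (x axis), with a grey point per library and the mean and SD of each time in black (n = 3, 2, 3 and 2). Both ZT18 libraries lie above the others for Cyp7b1 and below them for Cyp2a4 and Txnip.

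Among the 16 clock genes tested, 0 had a zone-dependent rhythm over all genes by edgeR and 0 adjusted over the list alone, and 3 had an unadjusted p under 0.05. DESeq2 and limma-voom called 0 each. The lowest edgeR adjusted p over all genes was 0.673, for Dbp.

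Chaperones were examined as a temperature-related and folding-related list of 18 genes, of which 17 were tested (Hspa1a was below the filter). The rhythm test called 7 over all genes (Hsp90aa1, Hspa5, Hsph1, Manf, Sdf2l1, Creld2 and Cirbp) and 11 adjusted over the list alone. Hsp90aa1 measured 308 ± 56.7 CPM at ZT0, 82.2 ± 4.23 at ZT6, 130 ± 6.79 at ZT12 and 474 ± 69.1 at ZT18, with a peak at ZT 19.75 (edgeR adjusted p = 5.5e-05). Cirbp, whose transcript is known to rise in the cold, peaked at ZT 7.21 with 18.7 ± 1.54 CPM at ZT6 against 4.23 ± 0.0464 at ZT18 (edgeR adjusted p = 0.0154). With each library left out in turn the count was between 4 and 8. The zonation test called 8 over all genes and 8 adjusted over the list alone. Hspa5, Hsp90b1 and Pdia6 were higher in the periportal zone in all 10 libraries, with log2 differences of 0.40, 0.42 and 0.40. Hspa1b (-1.57), Dnaja1 (-0.51), Hsp90aa1 (-0.44), Hspd1 (-0.24) and Hsp90ab1 (-0.16) were higher in the pericentral zone.

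Lipid and sterol synthesis genes were listed because they follow feeding. Of 22 tested, 8 were rhythmic over all genes (Sqle, Fdps, Insig2, Fasn, Elovl3, Elovl6, Lpin1 and Cyp7a1) and 17 adjusted over the list alone. Fasn rose from 197 ± 25.4 CPM at ZT6 to 644 ± 151 at ZT18 and peaked at ZT 18.97 (edgeR adjusted p = 0.0150). Elovl3 fell from 512 ± 213 CPM at ZT0 to 36.1 ± 21.01 at ZT12, with a peak at ZT 23.66 (edgeR adjusted p = 3.7e-04). DESeq2 called 17 of the list. With each library left out in turn it ranged from 5 to 9. The zonation test called 15 over all genes and 16 adjusted over the list alone. Acly was higher in the periportal zone (log2 difference 1.12 ± 0.12, SE, 10 of 10 libraries), as was Acaca (0.90 ± 0.08), and Elovl3 was higher in the pericentral zone (-2.13 ± 0.14). For zone-dependent rhythm 0 were called over all genes by edgeR, DESeq2 and limma-voom, 8 had an unadjusted p under 0.05, and 7 were called adjusted over the list alone. The lowest values were those of Insig2 and Acly (edgeR adjusted p = 0.0022 over the list). The fitted amplitude of Acly was 1.07 in the pericentral and 0.46 in the periportal zone.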

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

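The tests by index column, by other splits of the libraries and of Cyp2a5 were chosen only after the calls had been seen; the test on thinned cells was planned.

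The rhythm of 3 genes differed between the pericentral and periportal zones by the test of that difference: Cyp2a4 (edgeR adjusted p = 0.0165, amplitude of the difference 4.01), Cyp7b1 (edgeR adjusted p = 0.0443, amplitude 1.11) and Txnip (edgeR adjusted p = 0.0443, amplitude 1.24). Over the alternatives, the adjusted p ranged from 2.0e-20 to 1 for Cyp2a4, from 2.7e-10 to 0.9996 for Cyp7b1 and from 4.1e-07 to 0.652 for Txnip, lowest with no filter on low counts. DESeq2 and limma-voom called none of them. Of 100 splits of the libraries among the times, the real one included, 21 called at least 3 genes, so chance cannot be excluded for the number of calls. The most any other split called was 50.

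A preparation batch is the first technical explanation, since both ZT18 libraries share an index column that no other library has. With that column as a block on the zone difference, the unadjusted p was 0.00109 for Txnip, which keeps a rhythm of the difference that the block cannot remove. After adjustment that Txnip value did not pass the threshold (edgeR adjusted p = 0.18). For Cyp7b1 it was 0.0532 and for Cyp2a4 0.548. Those are the values that a batch effect predicts, but the block also takes away any true ZT18 level, so for Cyp7b1 and Cyp2a4 batch and time cannot be told apart.

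Unequal depth along the cell order is argued against by scores from cells thinned to 1000 UMIs. They gave an amplitude of 1.1 times the unthinned one for Cyp7b1 and 0.87 times for Txnip. For Cyp2a4, reads shared with the similar and strongly pericentral Cyp2a5 could give a pericentral signal. The zone differences of both genes correlated with r = 0.45 across the 10 libraries (permutation p = 0.2, Spearman's rho 0.491, permutation p = 0.154). Without ZT18A and ZT18B, the libraries farthest from the median, r was 0.717. This leaves shared reads open. The mean difference of Cyp2a5, periportal minus pericentral, was -5.71 to -4.08 at the 4 times (log2), while that of Cyp2a4 was negative at ZT18 alone. A biological difference between zones over the day stays open too and was not tested apart from these tests.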

How the results depend on the processing

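Added only after the data were seen were the tests without both ZT18 libraries, without the cluster led by haemoglobin genes, without the 5% of cells with the most UMIs, without pseudogene and Mup entries, and with the index column as a block on zone-dependent rhythm.

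Where a change is given below without a construction that shows its cause, the cause was not tested. The odds ratio of the overlap, the clock count of 0 for zone-dependent rhythm, and the counts for zonated chaperones, lipid genes and held-out zonation genes stayed within 1.5 times their value under every alternative run. For named genes, 84 results were recomputed in 2436 checks: 2235 kept direction and side of the threshold, 194 kept the direction but lost the call, and 7 reversed. No limit on mitochondrial share and no cluster left out change nothing here, because no cell exceeds 35% and no cluster was removed. The index column as a block has no estimate for ZT18 against ZT6 and for the departure; for ZT12 against ZT0 it was fitted without the ZT18 libraries.

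With no filter on low counts the numbers were 710 for rhythm, 469 for ZT12 against ZT0, 595 for ZT18 against ZT6, 140 for the departure, 38 for zone-dependent rhythm, 13 for rhythmic lipid genes and 3 for their zone-dependent rhythm. With a mean of at least 20 CPM they were 283 for rhythm, 199 for ZT18 against ZT6, 29 for the departure, 0 for zone-dependent rhythm and 8 for rhythmic clock genes. Cyp7b1 and Txnip were still tested there, each at an edgeR adjusted p of 0.295. Cells with at least 3000 UMIs gave 261 for rhythm, 188 for ZT12 against ZT0, 100 for ZT18 against ZT6, 16 for the departure, 1201 for zonation, 29 for zone-dependent rhythm and 2 for that of lipid genes. This setting leaves 44 to 953 cells per library.

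DESeq2 gave 792 for rhythm, 91 for the departure, 0 for zone-dependent rhythm and 17 for rhythmic lipid genes, and limma-voom 0 for zone-dependent rhythm. Zone-dependent rhythm had 5 genes with library size alone, 1 with a mitochondrial share of 9% to 35%, 11 with outer eighths (2 lipid genes), 0 with slopes over layers, 1 with odd-numbered landmarks, 0 without the haemoglobin-led cluster and 1 without the top 5% of cells. Without both ZT18 libraries, rhythm had 232 genes, zone-dependent rhythm 1 and rhythmic lipid genes 5, and without pseudogene and Mup entries the departure had 18.

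As a replicate block, the letters gave 749 for rhythm, 504 for ZT12 against ZT0, 730 for ZT18 against ZT6, 84 for the departure, 30 for zone-dependent rhythm, 11 for rhythmic chaperones and 2 for zone-dependent lipid genes. The letters pair ZT0 with ZT12, and there the block changed no call of a named gene. No other groups have 3 pairs, so pairing was not taken for them. The block was fitted over all 10 libraries even so, and it makes ZT6 and ZT18 share the letter effects. Deviations correlated with r = 0.204 for ZT12A with ZT18A and 0.144 for ZT12B with ZT18B, 0.088 and 0.058 for the same letters of ZT0 with ZT18, -0.116 and -0.05 for ZT0 with ZT6, -0.019 and 0.063 for ZT6 with ZT12, and 0.113 for ZT6 with ZT18, where both pairs give 1 value because 2 libraries deviate equally from their mean.

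The index column as a block gave 623 for rhythm, and only 306 of these were among the 458 called without it. It also gave 605 for ZT12 against ZT0, 28 for zone-dependent rhythm, 13 for rhythmic lipid genes and 4 for zone-dependent lipid genes. It turned the fitted rhythm of Mup18 (amplitude 1.08), Mup13 (0.94), Mup15 (1.54), Mup8 (1.41) and Gm5096 (0.94), and the zone-dependent rhythm of Cyp7b1 (0.51) and Cyp2a4 (0.34), to the opposite phase. By construction it takes away the ZT18 level, since ZT18 fills a column. For Mup genes the block also takes out the low level of column 7. That column holds both ZT6 libraries, ZT0B and ZT12B, with Mup medians of 3.26 to 3.85 (log2(CPM + 1)).

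Leaving out each library in turn gave 226 to 468 genes for rhythm, 207 to 311 for ZT12 against ZT0, 50 to 479 for ZT18 against ZT6, 1 to 80 for the departure, 1960 to 2109 for zonation and 0 to 34 for zone-dependent rhythm. The lowest rhythm count was without ZT18A, that for ZT18 against ZT6 and the departure without ZT6A. Lists ranged over 11 to 13 rhythmic clock genes, 4 to 8 rhythmic and 7 to 9 zonated chaperones, 5 to 9 rhythmic, 14 to 16 zonated and 0 to 2 zone-dependent lipid genes, and 22 held-out genes; the odds ratio ranged over 1.84 to 2.58. Where a time kept 1 library, it was assumed to vary like the others.

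Depth limits the rhythm calls: cells thinned to 1000 UMIs gave 375 rhythmic genes, 333 of them among the 458. The 125 lost had a median of 14.3 CPM and the 333 a median of 35.9.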

Other observations

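Chosen only after the result was seen were the tests of other splits, of how pseudogene entries were counted, of the genes closest to the pseudogenes, of pairs by index column, of Xist by Y-linked UMIs, by cells with several UMIs and by a silenced extra X chromosome, and of the interferon cluster by library and by zone.

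Other splits of the libraries were counted for the 24-h rhythm, ZT12 against ZT0, the departure from a 24-h wave, zonation and zone-dependent rhythm. They were not counted for ZT18 against ZT6, which has 2 libraries per time, so its calls have no such count. For the 24-h rhythm, 1 of 100 splits, the real one, called at least 458 genes, and the most in another was 141. For zonation, 1 of 100 called at least 2177, and the most in another was 727, where the zones of ZT12B alone were exchanged. Chance can be excluded for the rhythm count. The zones were set by landmark expression in the same cells. Exchanging them therefore tests only whether genes vary with that order the same way across libraries. Chance can be excluded for that narrower question, but the count is no separate evidence of position in the lobule. For ZT12 against ZT0, 1 of the 10 splits called at least 306 genes, a design that cannot give a share below 0.1, so chance cannot be excluded by this count. There 4 splits part all 3 same-letter pairs. The other 3 of these called 0 genes each, and the 6 splits that keep members of a pair together called 0 to 25. For the departure from a 24-h wave, 4 of 100 splits called at least 45 genes. That share is small, but the other 3, with 62 to 118 genes, called more than the real split. Each of these 3 put every index column wholly on one side of the contrast, as 5 of the 100 splits do. The count therefore cannot exclude an origin other than time. The 2 remaining splits of those 5 called 16 and 1 genes, so splits along index columns gave more calls than the real one in 3 cases and fewer in 2. No fit with the column as a block can be had for this contrast, so the departure has no value within columns.

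Libraries of ZT0 and ZT12 with the same index column deviated together from their group means, with a lowest correlation of 0.28 among 3 pairs. Correlations were negative for all other pairs. Deviations cancel out within a group, so positive same-column pairs push the others to be negative on average. The negative values are therefore not separate evidence. A batch shared by a column, such as a preparation day, may lie behind the positive correlations. The labels give the letter and the column together for these libraries, so a shared litter or day cannot be separated from the index.

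The median of pseudogene entries stood higher in both ZT18 libraries than in any other. At ZT18, 29 of 43 were called higher than at ZT6 and none lower. Higher expression of the parent genes as the whole cause is argued against for 28 of the 29. The protein-coding genes closest to them in sequence had a median log2 fold change of -0.05 against 2.92 for the 29, and each of the 28 pseudogenes rose by more than its closest gene's rise plus 2 SE. The closest genes called higher were Rpl27, for Rpl27-ps3, and Gm11808, for Gm5239 and Gm7808. For Rpl27-ps3 a rise of the parent stays open, since Rpl27 rose by 2.57. Gm11808 rose by 2.13, against 3.82 for Gm5239 and 3.52 for Gm7808, so it stays open for part of their rise. The ribosomal protein genes Rps12 and Rpl10 were called higher too. A candidate explanation is that reads of the ZT18 libraries were assigned differently among near-identical copies before deposit, for example by another annotation or counter. It was found in these data and not tested on others.

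Genes with a rhythm that peaks near ZT18 lost most of their calls without the ZT18 libraries: 10.7% stayed called, or 13.9% without pseudogene and Mup entries, against 57.9% of genes with other peaks. A true peak at ZT18 would lose calls in this way too, since its highest point is removed. ZT18 has an index column of its own, so batch and time cannot be told apart for these genes.

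Xist, which is normally transcribed from the inactive X chromosome of female cells, was found in 64 of 1678 cells of ZT18A (3.81%, 95% exact interval 2.95% to 4.85%), with 117 UMIs and up to 8 in a cell. In ZT18B it was found in 0 of 1787 cells, which allows a share of cells with a UMI, at 3 counts, of up to 0.168%. ZT0C had 1 Xist UMI in 1 of 1795 cells, and the other 7 libraries had 0. The labels describe male mice throughout. Free RNA is argued against by 12 cells with 3 or more Xist UMIs, where 0.163 would be expected from an even spread. Cells of a female mouse are argued against by Y-linked UMIs, at 1.04 times the rate of the other cells (95% interval 0.617 to 1.64, 19 UMIs). The female liver programme is argued against by the male-typical genes, at 1.66 times the rate of other cells, or 0.894 times without Mup20. Female-typical genes had 4 UMIs in these cells, 0.807 times the rate elsewhere. Silencing of the only X chromosome of these cells is argued against by X-linked genes other than Xist. They took 1.65% of nuclear-encoded UMIs, within the 1.62% to 1.82% of 10000 draws of other cells. A silenced extra X chromosome would leave this share of 1.65% at the level of other cells, so it stays open. The cells had a median of 2190.5 UMIs against 1641.5 in other cells of the library. Also open are a group of male cells with Xist, found mostly in 1 library, and reads of another transcript assigned to it.

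A cluster of 101 cells was led by interferon-response genes (Rsad2, Ifit3, Ifit1, Cxcl10 and Mx1). It came from all 10 libraries, and the largest share from 1 library was 23.8% (ZT6A), which argues against a single library as its source. Its cells made up 0.168% to 0.992% of a library. Doublets with immune cells are argued against by an immune-marker rate of 0 times that of other cells (0 UMIs, upper 95% limit 2.06 times, 22 marker genes), and the median cell had 1.09 times its library's median UMIs. An even spread along the lobule is argued against by position: 56 cells lay in the pericentral zone, 37 in the middle and 8 in the periportal zone. The pericentral share was 55.5% (95% exact interval 45.2% to 65.3%, over cells), and pericentral cells outnumbered periportal ones in 10 of 10 libraries. A response that is stronger near the central vein is a hypothesis that may account for this. It is open whether interferon acted in the animal or during cell preparation.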
